A study of Mus musculus with 11 samples. Its data were reported in "Genomic loci mispositioning in Tmem120a knockout mice yields latent lipodystrophy" (2022).

How the data were processed

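RNA was measured in 3T3-L1 cells, a mouse fibroblast line that turns into fat cells when given an adipogenic cocktail. According to the labels, the cells had been transduced with lentiviruses carrying shRNAs, short hairpins that lower a chosen mRNA, directed at Tmem120a, at Tmem120b or at both, or with a non-target shRNA as control. The induction medium held 0.5 µM insulin, 1 µM dexamethasone, 1 µM rosiglitazone and 0.5 mM IBMX, a phosphodiesterase inhibitor, and was followed by insulin and rosiglitazone alone. The sample labels give day 9 for the differentiated cells, while the series description and the study's methods give day 6, and the files do not settle which holds. Total RNA was converted to biotin-labelled cRNA and hybridised to Illumina MouseWG-6 v2 BeadChips, each sample on 1 array.

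Both deposited files hold log2 probe signals for 45281 probes and 11 arrays. In the first, the authors deposited log2 signal that had not been normalised between arrays; how bead values were summarised and whether background was subtracted are not given in the sources used here. In the second, the authors deposited log2 signal after quantile normalisation over all 11 arrays, which gives every array the same distribution. The authors used limma in R, whose version is not given in the sources used here. Neither file holds detection p-values, and the chip and array position are not given. Every column was matched to its sample by name, with 0 columns left over.

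The first file was quantile-normalised again with limma 3.58.1 in R 4.3.3 and tested, following the study's methods: a linear model of the 5 group means over all 11 arrays, empirical Bayes moderation of the variances, and Benjamini-Hochberg adjustment over all 45281 probes, from which 1 probe per gene was then counted. The methods name the moderated F statistic. Here each comparison was tested as its own contrast, with the F statistic over all groups as an alternative. The study took preadipocytes as the reference, while here each knock-down was tested against control adipocytes. The fit has 6 residual degrees of freedom, and moderation adds 6.15. A gene was called at an adjusted p of 0.05 or less together with a log2 change of at least 0.5 in size, which is 1.4-fold. All adjusted p-values in the text are from limma, from its moderated test for genes and from its camera test for gene lists. The low-signal filter of the methods, a log2 signal of 6.5, is worded there for every sample, and was applied here as a value that at least 1 array must reach, since genes off in one group would otherwise be lost, with the stricter reading as an alternative; on these data it removed 0 probes, while 42393 probes (93.6%) reach it in every array. No genome or array annotation beyond the deposited gene symbols and a table of gene names was used; 34885 probes carried 1 symbol, 18 carried several, 10378 carried none and 78 named probes had no match in the table. Each of the 19057 genes was represented by its probe with the highest mean signal, and 9172 genes had more than 1 probe. Probes without a symbol were fitted but stand apart from the gene counts.

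As the files give no detection p-values, a background threshold was set from the values themselves, after they had been seen. It lies at log2 6.88, which is the mode of all normalised values, 6.66, plus 3 times the spread below the mode, 0.0738. About 38.5% of probes lay above it on an array. A gene at or below this threshold in one group has only a lower limit for its fold change, computed against the mean of the higher of the threshold and the gene's own signal, and is given as "at least" so many fold. Genes below it in both groups are given no fold. For arrays, their number limits the precision: the median residual SD per probe was 0.0728 on the log2 scale.

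The comparisons were control adipocytes against preadipocytes, each knock-down against control adipocytes, the double knock-down against each single one, the single knock-downs against each other, and the departure from additivity, which is the change in the double knock-down minus the sum of both single changes. The tests, the alternatives, 25 gene lists and the rule for naming genes were fixed before the data were examined. Named genes are both targets, the genes of a pair of lists taken from the study's text, the 10 genes with the largest rise and the 10 with the largest fall among called genes whose arrays do not overlap between groups for differentiation and each knock-down, 5 and 5 for the other comparisons, and the 4 list members with the largest moderated statistic for each list described. Genes outside this rule are said to have been picked afterwards.

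The lists cover adipocyte markers, fatty acid and triglyceride synthesis, lipolysis and lipid droplets, fatty acid beta oxidation, the TCA cycle, oxidative phosphorylation, cholesterol synthesis, glycolysis and glucose uptake, insulin signalling, brown and beige adipocytes, skeletal muscle, preadipocytes and fibroblasts, extracellular matrix, smooth muscle and contractile proteins, the cell cycle, the interferon response, inflammation and NF-kB, the unfolded protein response, macrophages, endothelium, osteoblasts and chondrocytes, ribosomal proteins, the nuclear envelope, and the genes that the study named as normally activated, to which Klf9 was added, or normally repressed. Each was tested with camera, which asks whether a list moved more than the other genes, with a preset correlation of 0.01 between genes, and again with the correlation estimated from the data. Members were counted as called over all genes and again adjusted over the list alone; unless both counts are printed they were equal for the lists described.

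Comparisons that share the control arrays share their noise. Overlaps and correlations between them are therefore given beside 20 simulated draws of unchanged groups against the same controls, and beside the overlap of independent lists. Overlap with differentiation was tested with Fisher's exact test across genes, which are not independent replicates. For 1591 genes with a pair of probes at log2 8 or more, the change of the second probe was compared with that of the brightest, a step chosen after the data had been seen. The share of preadipocyte RNA that would give each change was computed on the linear signal over background for genes that fell at least 8-fold in differentiation, with 100 simulated mixtures.

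The gene calls against control, a shifted list, probe pairs, the implied share and the shared controls were first tested on simulated data with known changes. For the gene calls, changes were placed only in genes with a mean signal of log2 8 or more, so the recovery rates do not cover dimmer genes. Changes of log2 1 were recovered for 98.5% of changed genes in the Tmem120a knock-down and for 100% in differentiation and in the other knock-downs. Changes of 0.75 were recovered for 100% in the Tmem120b knock-down and for 98.5% in the other 3 comparisons. Added after the results had been seen were simulations of the comparisons between knock-downs, where 0.75 was recovered for 95.5 to 100%, of the departure from additivity (88.1% at 0.75 and 98.5% at 1), and of the overlap with differentiation, which found all 100 simulated genes.

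The alternatives were a median shift of each array in place of quantile normalisation, the authors' normalised values, no filter, a signal of 6.5 in every array, only the groups compared, an intensity trend with robust moderation, a moderated F test, no fold minimum, a minimum of 2-fold, the replicate number as a block, probes in place of genes, each array left out in turn, the estimated list correlation, and the self-contained list test fry. After seeing the data, a normexp correction with an offset of 16, the background threshold in at least 2 arrays, the mean of a gene's probes, and calls on both bright probes of a gene were added. The series matrix was used as an alternative only, and nothing else that was deposited with these samples was left out.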

Results

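Expression was measured on 11 arrays from 3T3-L1 cells in 5 groups. There were 2 arrays of preadipocytes at day 0, 3 arrays of control adipocytes with the non-target shRNA, 2 with the Tmem120a knock-down, 2 with the Tmem120b knock-down and 2 with the double knock-down. Tmem120a and Tmem120b encode related transmembrane proteins of the nuclear envelope, and the study asked whether genes that normally change in adipogenesis still change when these proteins are depleted. Values are normalised log2 signals, and 17430 of the 45281 probes (38.5%) lay above background on each array. The raw signal differed between the sets of arrays: raw medians were 6.58 to 6.7 on the 6 knock-down arrays and 6.75 to 7.1 on the 5 others. The methods call the replicates biological, but nothing says whether they are separate cultures, so the p-values measure only the spread between these samples. The methods describe stable shRNA lines, and nothing says whether a group holds several lines. Other differences between the lines therefore cannot be separated from the knock-down. After normalisation, arrays of the same group correlated at 0.995 to 0.998 across genes, which are not independent replicates. Preadipocytes and control adipocytes correlated at 0.903 on average, and the first principal component, with 75.5% of the variance, separated them. The second, with 13.6%, placed the Tmem120b and double knock-down arrays apart from the controls with the Tmem120a arrays between.

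**Figure D1:**
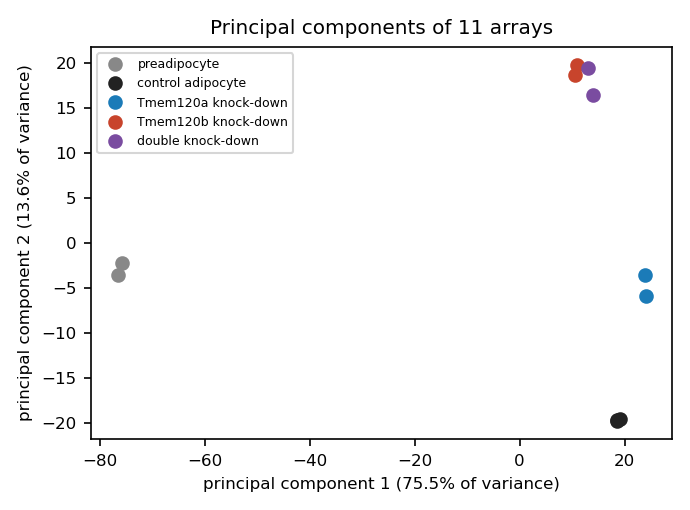
Positions of the 11 arrays on the first principal component (x axis, 75.5% of the variance) and the second (y axis, 13.6%), computed from normalised log2 signals, with 1 point per array and colours for the 5 groups. The preadipocyte arrays lie apart on the x axis, and the Tmem120b and double knock-down arrays lie close together on the y axis.

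The targets were examined first. Tmem120a, measured by probe ILMN_2509273, rose 3.26-fold in differentiation, from 10.93 ± 0.12 (SD, n = 2) in preadipocytes to 12.64 ± 0.095 (SD, n = 3) in control adipocytes. Its signal in the Tmem120a knock-down was 39.9% of control (log2 change -1.33 ± 0.094 SE, adjusted p = 3.37e-06), with the replicates at 11.14 and 11.48. In the double knock-down it was 45.8% of control (adjusted p = 4.1e-06), and in the Tmem120b knock-down 98.8% (adjusted p = 0.954). Tmem120b, measured by probe ILMN_2909283, rose 8.27-fold in differentiation, to 10.45 ± 0.09 (SD, n = 3). It stood at 23.8% of control in the Tmem120b knock-down (log2 change -2.07 ± 0.086 SE, adjusted p = 2.36e-08) and at 32.5% in the double knock-down (adjusted p = 1.38e-07). In the Tmem120a knock-down Tmem120b gave a log2 change of 0.17 (adjusted p = 0.317). Of the other Tmem120b probes, one fell by 1.81 with the Tmem120b knock-down and one stayed at background in every group. Among the adipocyte groups each target was lower only where the label names its shRNA, and the difference between the single knock-downs was itself past the test for Tmem120a (log2 difference -1.31 ± 0.1 SE, adjusted p = 6.27e-06) and Tmem120b (2.24 ± 0.094 SE, adjusted p = 7.07e-08).

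**Figure D2:**
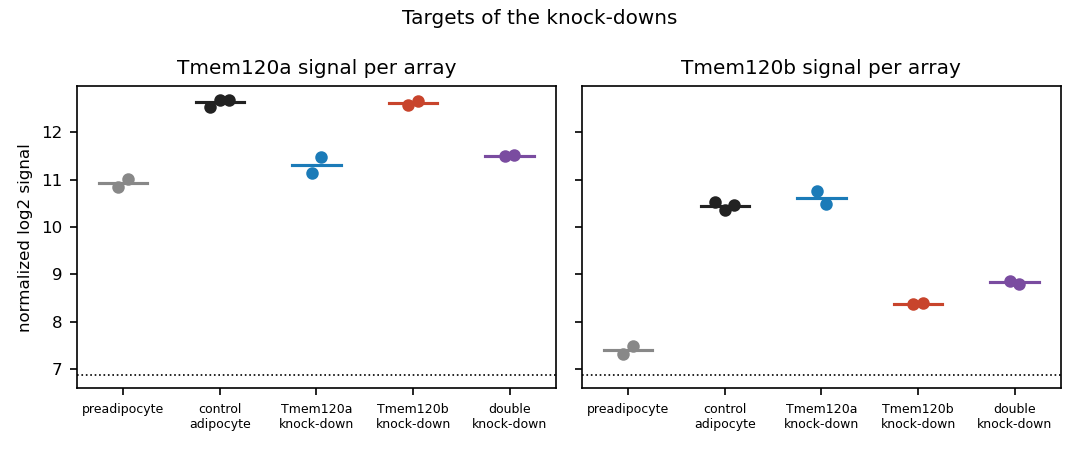
Normalised log2 signal (y axis) of Tmem120a (left) and Tmem120b (right) on each array (points) in the 5 groups (x axis), with the group mean as a bar and the background threshold of 6.88 as a dotted line. Tmem120a lies at 11.14 and 11.48 in its knock-down against a control mean of 12.64, and Tmem120b at a mean of 8.38 in its knock-down against 10.45 in controls.

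The comparison of control adipocytes with preadipocytes asked which genes change in normal adipogenesis. Adipoq, which encodes the fat cell hormone adiponectin, was at least 144-fold higher in adipocytes (14.05 ± 0.22 SD, n = 3, with the preadipocytes at background). Cidec, which coats lipid droplets, was at least 125-fold higher, and Plin4, another lipid droplet protein, rose 91.9-fold. Rarres2, the adipokine chemerin, was at least 115-fold higher, and Hsd11b1, which activates glucocorticoids inside cells, at least 87.3-fold. Cox8b, a cytochrome c oxidase subunit, was at least 57.6-fold higher, and Apoc1, an apolipoprotein, at least 53.5-fold. Orm1, an acute-phase protein, was at least 48.6-fold higher, Mrap, a melanocortin receptor accessory protein, at least 41.2-fold, and Prxl2a rose 48.3-fold. The proliferin genes Prl2c4, Prl2c3 and Prl2c2 fell 31.2-, 29.9- and 25.8-fold. The smooth muscle actin Acta2 fell at least 19.3-fold, to 10.23 ± 0.12 (SD, n = 3) from 14.50 ± 0.062 (SD, n = 2), which lies near the highest signal of 14.61. On 3 other bright Acta2 probes the log2 changes were -5.26, -5.26 and -5.12. Its relative Actg2 fell at least 29.4-fold, and the water channel Aqp1 30.6-fold. Mcm5, a subunit of the replicative helicase, fell 28-fold, and Tk1, thymidine kinase, 23.6-fold. Prc1, which acts in cytokinesis, fell 21.9-fold, and Uhrf1, which acts in maintenance DNA methylation, 20.5-fold. The adjusted p of these 20 genes was at most 4.59e-12 (Prl2c2).

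Of the 27 adipocyte markers measured, 22 rose and 0 fell (camera adjusted p = 2.47e-18), with Ffar2, a receptor for short-chain fatty acids, at least 14.7-fold higher. Fatty acid and triglyceride synthesis rose in 19 of 24 genes (adjusted p = 2.4e-14), among them Dgat2, which makes triglycerides (log2 change 5.34 ± 0.084 SE), the desaturase Scd1 (4.29) and the acyltransferase Gpat3 (3.60), and the phosphatase Lpin1 was at least 12.2-fold higher. Lipolysis and lipid droplet genes rose in 15 of 18 (adjusted p = 4.6e-14), with the lipase relative Pnpla3 at least 20.7-fold and the lipase inhibitor G0s2 at least 39.4-fold higher. Beta oxidation rose in 19 of 24 genes (adjusted p = 4.6e-14), as in Acadm (2.96), Cpt2 (2.76), Acads (2.61) and Acadvl (2.54). The TCA cycle rose in 19 of 23 genes (adjusted p = 7.93e-13), as in pyruvate carboxylase, Pcx (4.15), and oxidative phosphorylation in 30 of 41 (adjusted p = 2.24e-13), with Uqcrc2 at 1.36, Ndufs3 at 1.24 and Ndufab1 at 1.16. Cholesterol synthesis had 12 of 18 genes higher and 1 lower (adjusted p = 4.28e-06), with Insig1 at 2.66 and Sqle at 1.71. The brown and beige list had 10 of 19 higher (adjusted p = 4.27e-05), with Cox7a1 at least 15-fold higher and Ppargc1b at 2.96. Glycolysis had 10 of 18 higher and 1 lower (adjusted p = 8.11e-05), with the insulin-responsive glucose transporter Slc2a4 at least 12.8-fold higher and Aldoa at 2.13.

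Cell cycle genes fell in 37 of 42, with none higher (adjusted p = 6.93e-31), and contractile genes of smooth muscle in 18 of 22, with 1 higher (adjusted p = 5.7e-13), as in Myl9 (-3.81) and Cnn2 (-2.04). Interferon response genes rose in 22 of 43 with 1 lower (adjusted p = 2.73e-08, but adjusted p = 0.125 with an estimated correlation), as in Ifit3 (3.24) and Gbp2 (3.01). Ribosomal protein genes fell in 13 of 36 (adjusted p = 0.000309, but adjusted p = 0.076 with an estimated correlation), with Rplp0 at -1.82. The unfolded protein response had 11 of 27 higher and 4 lower (adjusted p = 0.00698, but adjusted p = 0.0536 with an estimated correlation). Insulin signalling had 8 of 17 higher and 2 lower (adjusted p = 0.00961, but adjusted p = 0.0536 with an estimated correlation), with the receptor Igf1r at -1.87. In the extracellular matrix 18 of 37 rose and 9 fell (adjusted p = 0.0415, but adjusted p = 0.42 with an estimated correlation). The proteoglycan Dcn stood at 3.23 and the matricellular gene Ccn2 at -4.01. Nuclear envelope genes were lower in 8 of 23 and higher in 4 (adjusted p = 0.0327, but adjusted p = 0.075 with an estimated correlation), with the B-type lamin Lmnb1 at -2.79. Preadipocyte and fibroblast markers did not pass the test, with 4 of 28 higher and 9 lower (adjusted p = 0.236, median 0.0391 but mean -0.338). Among them Ccnd1, cyclin D1, stood at -3.41 and the protease inhibitor Timp1 at -3.94. Inflammation genes did not pass either (5 higher and 10 lower of 28, adjusted p = 0.0931, median -0.0608 but mean 0.05), nor did skeletal muscle (3 and 2 of 38, adjusted p = 0.787, median -0.0131 but mean 0.0595), macrophage (0 and 0 of 17, adjusted p = 0.886, median 0.0339 but mean -0.0149), endothelial (1 and 1 of 16, adjusted p = 0.687) or osteoblast and chondrocyte genes (0 and 1 of 16, adjusted p = 0.687). In all, 4376 of 19057 genes were called, 2266 higher and 2110 lower in adipocytes, and 2072 changed at least 2-fold. With arrays only shifted to a common median, 4866 were called, 3605 higher and 1261 lower. The calls of the matrix (adjusted p = 0.0551) and nuclear envelope (adjusted p = 0.101) lists were then lost.

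**Figure D3:**
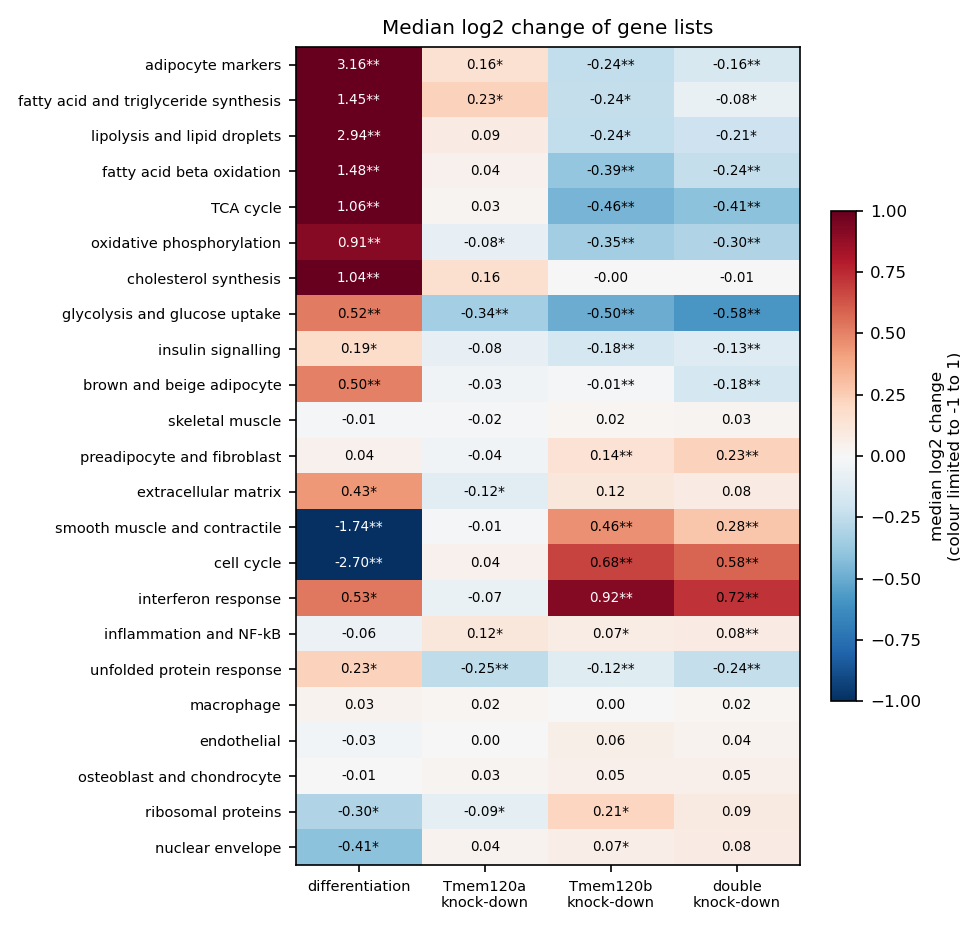
Median log2 change of each list of genes (y axis) in differentiation and in each knock-down against control adipocytes (x axis), written in each cell and coloured up to a size of 1; 1 star marks a camera adjusted p of 0.05 or less, and 2 stars one that also holds with an estimated correlation. The medians marked with a star for adipocyte markers (0.16), fatty acid and triglyceride synthesis (0.23) and inflammation (0.12) in the Tmem120a knock-down turn to -0.173, -0.176 and -0.0767 under a median shift of the arrays, and those of inflammation and the nuclear envelope in the Tmem120b knock-down (0.07 each) to -0.00805 and -0.115.

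The Tmem120a knock-down was compared with control adipocytes to ask which genes depend on this protein. Ghrh, the gene of growth hormone-releasing hormone, fell 7.89-fold, from 11.35 ± 0.057 (SD, n = 3) to 8.37 ± 0.042 (SD, n = 2; log2 change -2.98 ± 0.19 SE, adjusted p = 1.78e-06). Hspa5, the main chaperone of the endoplasmic reticulum, fell 3.26-fold (adjusted p = 3.66e-07), and Ffar4, a receptor for long-chain fatty acids, 3.18-fold (adjusted p = 3.02e-07). Depp1, a FOXO target, fell 3.55-fold to a mean of 6.90, near the background threshold, and ND4L, a mitochondrially encoded subunit of complex I, 3.53-fold. The proliferin gene Prl2c3 fell 2.95-fold. Orm2, an acute-phase protein, rose 2.99-fold (log2 change 1.58 ± 0.097 SE, adjusted p = 1.64e-06). Acta1, the skeletal muscle actin, rose 2.54-fold, Thrsp, which acts in lipogenesis, 2.28-fold, and Rgr, an opsin, 2.26-fold. Fabp4, a fatty acid carrier, rose 2.12-fold on a probe with a control signal of only 7.36, and Hpx, a heme scavenger, 1.78-fold. Haptoglobin, Hp (1.91-fold), Igf1 (1.89-fold), Txnip, an inhibitor of thioredoxin (1.81-fold), and the antimicrobial peptide gene Camp (1.79-fold) rose as well. With the arrays only shifted to a common median these 4 changes were 0.44, 0.39, 0.39 and 0.31 on the log2 scale and no longer called.

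Other large falls in the Tmem120a knock-down were called on a single probe. Col3a1, a fibrillar collagen, fell by 1.77 on the log2 scale on its brightest probe and had a change of -0.15 on another. The corresponding pairs were -1.68 and -0.05 for Atp5a1, a subunit of ATP synthase whose second probe is dim, -1.59 and -0.16 for the phosphatase subunit Ppp1cc, and -1.62 against -0.13 and -0.09 for H2-K1, a class I histocompatibility gene whose other probes are dim as well. A dim probe can show little of a fall, so the pairs of Atp5a1 and H2-K1 do not show that only part of the transcript fell. Across the genes with a pair of bright probes, 92 were called on the brightest and 32 (34.8%) on both in the same direction, whereas in differentiation 747 of 860 (86.9%) were.

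Glycolysis and glucose uptake genes fell in 5 of 18 in the Tmem120a knock-down, with none higher (camera adjusted p = 3.01e-10). Pgk1, phosphoglycerate kinase, stood at -0.98, Gapdh at -0.75, the pyruvate dehydrogenase kinase Pdk1 at -0.73 and Slc2a4 at -0.61. The unfolded protein response fell in 8 of 27 with none higher (adjusted p = 3.59e-10), as in its sensor Ern1 (-0.78), Chac1 (-0.76) and Trib3 (-0.63). Of its called members with a second bright probe, 2 of 3 were called on it too. Both lists kept their direction and call under a median shift (camera adjusted p = 1.2e-06 and 5.77e-08). That shift called 2626 genes lower and 7 higher with this knock-down, so staying lower there is little further evidence. Both lists also fell with the Tmem120b and double knock-downs. A difference common to all knock-down arrays therefore cannot be told apart here from an effect of the knock-downs. Oxidative phosphorylation fell in 8 of 41 with none higher (adjusted p = 0.00216, but adjusted p = 0.281 with an estimated correlation), as in Ndufb2 (-1.55), Ndufb9 (-1.51) and Ndufb5 (-1.46), which are complex I subunits. The extracellular matrix had 6 of 37 lower and 1 higher (adjusted p = 0.00143, but adjusted p = 0.3 with an estimated correlation), with the laminin Lamb1 at -1.27 and Col1a2 at -1.01. Of its called members with a second bright probe, 1 of 3 was called on it. Fatty acid and triglyceride synthesis had 3 of 24 higher and 2 lower (adjusted p = 0.00391, but adjusted p = 0.281 with an estimated correlation) and turned to lower under a median shift (median -0.176, adjusted p = 0.647). ATP citrate lyase, Acly, stood at 0.69 and malic enzyme, Me1, at -0.96. Adipocyte markers had 3 of 27 higher and 1 lower (adjusted p = 0.0294, but adjusted p = 0.21 with an estimated correlation) and their median turned to -0.173 under a median shift (adjusted p = 0.873). The glycerol channel Aqp7 stood at 0.62. Inflammation genes had 6 of 28 higher (adjusted p = 0.0224, but adjusted p = 0.181 with an estimated correlation), and their median turned to -0.0767 under a median shift (adjusted p = 0.401). They included the acute-phase genes Orm2, Hp and Orm1 (0.72). Ribosomal protein genes passed the list test with no member called (adjusted p = 0.00484, but adjusted p = 0.281 with an estimated correlation; median -0.09).

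Interferon response genes (2 higher and 2 lower of 43, adjusted p = 0.215), cell cycle genes (1 and 1 of 42, adjusted p = 0.846), contractile genes (adjusted p = 0.473), beta oxidation (0 and 2 of 24, adjusted p = 0.846) and the TCA cycle (0 and 3 of 23, adjusted p = 0.701, median 0.0304 but mean -0.107) did not pass the list test in the Tmem120a knock-down. Under a median shift the median of beta oxidation turned from 0.045 to -0.306 (adjusted p = 0.013) and that of the TCA cycle to -0.397 (adjusted p = 0.00167). Lipolysis (adjusted p = 0.123), cholesterol synthesis (adjusted p = 0.0523), insulin signalling (adjusted p = 0.116), brown and beige genes (adjusted p = 0.137, with Cox7a1 at -1.27) and nuclear envelope genes (1 higher of 23, adjusted p = 0.78, median 0.0357 but mean -0.00573) did not pass either. In all, 600 genes were called, 158 higher and 442 lower, of which 106 changed at least 2-fold. With a median shift alone, 2633 were called, 7 higher and 2626 lower, and 449 of the 600 were among them in the same direction. The raw medians of these arrays, 6.58 and 6.63, lay below the 6.87 to 7.1 of the controls.

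The Tmem120b knock-down was likewise compared with control adipocytes. Oas1g and Oas2, which encode enzymes of the antiviral response, rose 5.96-fold (log2 change 2.58 ± 0.12 SE, adjusted p = 4.27e-08) and 5.31-fold (2.41 ± 0.084 SE), the latter from 7.23 ± 0.17 (SD, n = 3) to 9.64 ± 0.043 (SD, n = 2). The interferon-induced genes Usp18, Isg15 and Rsad2 rose 4.26-, 4.24- and 3.51-fold. Igfbp5, which binds insulin-like growth factors, rose 4.9-fold and Plac8 4.68-fold. Genes that had fallen in differentiation were higher, among them Aqp1 (4.04-fold), Prc1 (3.75-fold) and Mcm5 (3.74-fold). Ghrh fell 8.84-fold (log2 change -3.14 ± 0.19 SE, adjusted p = 2.7e-07). Dld, a shared subunit of pyruvate and oxoglutarate dehydrogenase, fell 4.93-fold, Ndufb9 of complex I 4.92-fold, the mitochondrial processing peptidase subunit Pmpcb 4.85-fold and ND4L 5.08-fold. Egln3, a prolyl hydroxylase of the hypoxia pathway, fell 4.62-fold, and Itih4, of the inter-alpha-trypsin inhibitor family, 4.18-fold. Atp5a1 fell 5.79-fold and the amine oxidase Aoc3 4.65-fold on the brightest probe, with log2 changes of -0.17 and 0.02 on another, which is dim for both genes. Second probes of Oas1g (2.27), Igfbp5 (2.29 and 2.11), Usp18 (1.90), Aqp1 (1.20 and 1.69) and Itih4 (-1.50 and -1.82) changed alongside the first.

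Interferon response genes rose in 29 of 43 with none lower in the Tmem120b knock-down (camera adjusted p = 1.06e-23), among them the immunoproteasome subunit Psmb8 (1.51) and the chemokine Cxcl10 (1.22). Cell cycle genes rose in 26 of 42 with 1 lower (adjusted p = 5.53e-21), as in Tk1 (1.45) and Cdc20, an activator of the anaphase-promoting complex (1.39). Contractile genes rose in 10 of 22 with none lower (adjusted p = 1.29e-06), as in Acta2 (1.75) and Myl9 (0.88). Preadipocyte and fibroblast markers had 7 of 28 higher and 1 lower (adjusted p = 0.000544, but 0.0629 under a median shift), with Ccnd1 at 1.72. The lower one, Col3a1, had -1.35 on its brightest probe and 0.35 on another bright one, which was not called. The TCA cycle fell in 11 of 23 (adjusted p = 6.65e-13), as in Sdhd (-1.95), Idh2 (-1.41) and Sdhb (-1.20), and oxidative phosphorylation in 11 of 41 (adjusted p = 7.11e-12), as in Ndufb5 (-1.69). Beta oxidation fell in 8 of 24 (adjusted p = 7.11e-12), as in Hadhb (-1.80), Hadh (-1.08) and Cpt2 (-0.70). Glycolysis fell in 9 of 18 (adjusted p = 8.28e-11), as in Slc2a4 (-1.48) and Pdk1 (-1.18), and the unfolded protein response in 8 of 27 (adjusted p = 1.29e-06), as in Hspa5 (-1.65); none of these lists had a member that rose. Adipocyte markers had 6 of 27 lower and 1 higher (adjusted p = 3.2e-06), as in the acyltransferase Agpat2 (-1.03) and Plin4 (-0.94). Insulin signalling had 6 of 17 lower and 1 higher (adjusted p = 0.000512), as in Akt2 (-0.76) and Cav1 (-0.65), and the brown and beige list 5 of 19 lower (adjusted p = 0.00223), as in Cox7a1 (-1.96) and Cox8b (-1.21), both subunits of cytochrome c oxidase. All 12 of these lists held with an estimated correlation, with adjusted p up to 0.0282. Where at least 3 called members had a second bright probe, it was called the same way for 3 of 3 in the TCA cycle, contractile and unfolded protein response lists, 3 of 5 in beta oxidation, 2 of 3 in the interferon response and 2 of 4 among preadipocyte and fibroblast markers, and outside these 12 lists for 2 of 3 in fatty acid and triglyceride synthesis and 1 of 4 in the matrix.

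Other list calls in the Tmem120b knock-down were lost with an estimated correlation. Fatty acid and triglyceride synthesis had 1 of 24 higher and 5 lower (adjusted p = 5.97e-05, adjusted p = 0.0836 with an estimated correlation), with Me1 at -1.81. Lipolysis had 4 of 18 lower (adjusted p = 3.03e-05, adjusted p = 0.0743 with an estimated correlation), with hormone-sensitive lipase, Lipe, at -0.97. Ribosomal proteins had 2 of 36 higher (adjusted p = 0.00068, adjusted p = 0.0836 with an estimated correlation). Inflammation (6 and 0 of 28, adjusted p = 0.0264, adjusted p = 0.0665 with an estimated correlation) had the chemokine Ccl7 at 1.29 and the acute-phase gene Saa3 at 1.27, and its median turned from 0.07 to -0.00805 under a median shift. Nuclear envelope genes (6 and 0 of 23, adjusted p = 0.0474, adjusted p = 0.0836 with an estimated correlation) had Nrm at 0.96 and Lmnb1 at 0.68, and turned to lower under a median shift (adjusted p = 0.714). Cholesterol synthesis (adjusted p = 0.477), the extracellular matrix (6 and 4 of 37, adjusted p = 0.51), and the macrophage (2 and 0 of 17, adjusted p = 0.845), endothelial (adjusted p = 0.262), osteoblast and chondrocyte (adjusted p = 0.22) and skeletal muscle (adjusted p = 0.652) lists did not pass. In all, 1499 genes were called, 729 higher and 770 lower, of which 304 changed at least 2-fold. With a median shift alone, 2671 were called, 156 higher and 2515 lower, and 925 of the 1499 were among them in the same direction. The raw medians of these arrays, 6.59 and 6.65, lay below those of the controls, and 117 of 242 genes called on the brighter of a pair of bright probes (48.3%) were called on both.

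In the double knock-down, Ghrh fell 13.5-fold against control adipocytes (log2 change -3.75 ± 0.19 SE, n = 2 against 3). Egln3 fell 5.76-fold, Cox7a1 5.66-fold, Dld 5.39-fold, Ndufb9 5.3-fold and Pmpcb 5.13-fold. Ffar4 fell 4.84-fold and Aldh6a1, which acts in valine breakdown, 4.7-fold. Atp5a1 (5.64-fold) and Aoc3 (4.47-fold) fell on the brightest probe, with log2 changes of -0.21 and 0.15 on the dim one. Oas1g rose 4.3-fold (log2 change 2.10 ± 0.12 SE), Oas2 3.96-fold, Ifit3 3.33-fold and Isg15 3.15-fold, all 4 of them interferon-induced. Aqp1 rose 3.42-fold, Ly6c1, a surface antigen, 3.19-fold, Ccnd1 3.18-fold, Plac8 3.16-fold, Prc1 2.91-fold and Mcm5 2.87-fold. The adjusted p of these 20 genes was at most 3.77e-06 (Ifit3).

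Interferon response genes rose in 26 of 43 with none lower in the double knock-down (camera adjusted p = 2.81e-18), as in Cxcl10 (1.49). Cell cycle genes rose in 24 of 42 with 1 lower (25 and 1 adjusted over the list alone, adjusted p = 6.57e-17), as in Cdc20 (1.20). Contractile genes rose in 5 of 22 (adjusted p = 3.85e-06), with Acta2 at 1.20. Inflammation genes rose in 11 of 28 (adjusted p = 0.000977), as in the chemokines Cxcl12 (1.37) and Ccl8 (1.25) and in Orm2 (1.10). Preadipocyte and fibroblast markers had 5 of 28 higher and 1 lower (adjusted p = 0.00108, but 0.0513 under a median shift), the lower one being Col3a1 with -1.80 on its brightest probe and 0.02 on another. Oxidative phosphorylation fell in 12 of 41 (adjusted p = 9.8e-14), as in Ndufb2 (-1.88), and glycolysis in 11 of 18 (adjusted p = 6.93e-13), as in Pgk1 (-1.55) and Pfkl (-1.07). The TCA cycle fell in 8 of 23 (adjusted p = 2.67e-12), as in Idh2 (-1.57) and Sdhb (-1.13). Beta oxidation fell in 6 of 24 (adjusted p = 8.44e-08), as in Hadhb (-1.76). The unfolded protein response fell in 10 of 27 (adjusted p = 6.02e-08), as in Hspa5 (-1.74) and Ern1 (-0.97). The brown and beige list had 5 of 19 lower (adjusted p = 0.000138), with the coactivators Ppargc1a at -0.98 and Ppargc1b at -0.87. Adipocyte markers had 4 of 27 lower (adjusted p = 0.000826), with Slc2a4 at -1.49, and insulin signalling 6 of 17 lower and 1 higher (adjusted p = 0.00108).

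These 13 lists of the double knock-down held with an estimated correlation (adjusted p up to 0.0332). Where at least 3 called members had a second bright probe, it was called the same way for 5 of 5 in the unfolded protein response, 3 of 3 in glycolysis, and 2 of 3 in the interferon response and among preadipocyte and fibroblast markers, and outside these lists for 2 of 6 in the matrix. Fatty acid and triglyceride synthesis (1 higher and 3 lower of 24, adjusted p = 0.0158, adjusted p = 0.284 with an estimated correlation) and lipolysis (0 and 4 of 18, adjusted p = 0.000826, adjusted p = 0.13 with an estimated correlation) did not. Ribosomal proteins (adjusted p = 0.116), the nuclear envelope (2 and 0 of 23, adjusted p = 0.0575), cholesterol synthesis (2 and 2 of 18, adjusted p = 0.888, median -0.00603 but mean 0.0225), the extracellular matrix (10 and 5 of 37, adjusted p = 0.389), macrophage genes (2 and 0 of 17, adjusted p = 0.389; Lyz1 stood at 1.29 and Lyz2 at 0.87), endothelial (adjusted p = 0.425), osteoblast and chondrocyte (adjusted p = 0.464) and skeletal muscle genes (adjusted p = 0.546) did not pass. In all, 1386 genes were called, 627 higher and 759 lower. With a median shift alone, 1751 were called, 154 higher and 1597 lower, and 912 of the 1386 were among them in the same direction. The raw medians of these arrays, 6.68 and 6.7, also lay below those of the controls, and 113 of 232 genes called on the brighter of a pair of bright probes (48.7%) were called on both.

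The single knock-downs were compared directly. Usp18 was 6.59-fold lower with the Tmem120a than with the Tmem120b knock-down (log2 difference -2.72 ± 0.14 SE, n = 2 against 2, adjusted p = 2.65e-07), and Isg15, Oas2, Oas1g and Plac8 were 5.68-, 5.51-, 5.28- and 5.23-fold lower. Besides Tmem120b itself, Rgs17, which dampens G-protein signalling, was 3.18-fold higher, Itih4 3.02-fold, Orm2 2.94-fold and the adipokine gene C1qtnf12 2.83-fold. Interferon response genes were lower in 29 of 43 with none higher (camera adjusted p = 9.13e-29) and cell cycle genes in 23 of 42 (24 adjusted over the list alone, adjusted p = 4.74e-28). Contractile genes were lower in 11 of 22 (adjusted p = 9.97e-08), with Acta2 at -1.91, ribosomal proteins in 7 of 36 (adjusted p = 1.68e-08), preadipocyte and fibroblast markers in 6 of 28 (adjusted p = 2.18e-06) and nuclear envelope genes in 2 of 23 (adjusted p = 0.00871). Higher with the Tmem120a knock-down were the TCA cycle (13 of 23, adjusted p = 2.58e-14), beta oxidation (10 of 24, adjusted p = 3.05e-13), adipocyte markers (11 of 27, 12 adjusted over the list alone, adjusted p = 4.39e-11), fatty acid and triglyceride synthesis (10 of 24, adjusted p = 8.22e-11), lipolysis (9 of 18 with 1 lower, adjusted p = 3.59e-07) and insulin signalling (5 of 17 with 2 lower, adjusted p = 0.00572). Plin4 stood at 1.18, Agpat2 at 1.30 and Sdhb at 1.25. These 12 lists held with an estimated correlation (adjusted p up to 0.0475). Calls that did not hold included glycolysis (3 higher and 1 lower of 18, adjusted p = 0.00738, adjusted p = 0.121 with an estimated correlation), oxidative phosphorylation (5 and 0 of 41, adjusted p = 2.45e-06, adjusted p = 0.0531 with an estimated correlation) and the matrix (0 and 7 of 37, adjusted p = 0.000769, adjusted p = 0.196 with an estimated correlation). The unfolded protein response did not differ past the test (adjusted p = 0.715). In all, 1223 genes differed, 526 higher and 697 lower with the Tmem120a knock-down. With a median shift alone 574 did, 167 higher and 407 lower, 560 of them shared with the 1223 in the same direction.

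The double knock-down was compared with each single one to ask what the other shRNA adds. Against the Tmem120a knock-down, Oas2 was 4.11-fold higher (log2 difference 2.04 ± 0.092 SE, n = 2 against 2), Oas1g 3.8-fold, Ifit3 3.72-fold, Isg15 4.21-fold and Plac8 3.54-fold. Besides Tmem120b, Cox8b was 2.62-fold lower, Aldh6a1 2.61-fold, Itih4 2.51-fold and Cox7a1 2.35-fold. Interferon response genes were higher in 28 of 43 (camera adjusted p = 1.99e-25) and cell cycle genes in 20 of 42 (adjusted p = 3.76e-25), while the TCA cycle was lower in 10 of 23 (adjusted p = 3.08e-15) and adipocyte markers in 7 of 27 (8 adjusted over the list alone, adjusted p = 6.15e-10), all holding with an estimated correlation (adjusted p up to 0.0263). In all 19 lists passed, 14 of them with an estimated correlation as well. Here 931 genes differed, 523 higher and 408 lower, and with a median shift alone 504, of which 454 were higher and 50 lower. Against the Tmem120b knock-down, Tmem120a was 2.16-fold lower, Igfbp5 2.09-fold, Usp18 2.04-fold, Ffar4 2-fold (SE 0.087 on the log2 scale, adjusted p = 0.00104) and the chemokine Ccl5 1.91-fold. Orm2 was 2.11-fold higher (1.08 ± 0.11 SE, adjusted p = 0.00118), the acute-phase gene Lcn2 1.95-fold, the transcription factor Nkx6-2 1.72-fold, Itgbl1 1.55-fold and the collagenase Mmp13 1.51-fold. Cell cycle genes were lower as a list (1 of 42 called lower, adjusted p = 4.05e-10; adjusted p = 0.0301 with an estimated correlation), and so were interferon response genes (2 of 43, 5 adjusted over the list alone, adjusted p = 4.05e-10, but adjusted p = 0.221 with an estimated correlation). Ribosomal proteins (adjusted p = 0.00726) and glycolysis (adjusted p = 0.0435) were also lower as lists, and beta oxidation (adjusted p = 0.000578), fatty acid and triglyceride synthesis (adjusted p = 0.0186) and adipocyte markers (adjusted p = 0.0354) higher, with no member called (adjusted over the list alone, 1 synthesis gene higher, and 2 adipocyte markers higher and 1 lower) and every one of these 5 lost with an estimated correlation (adjusted p of 0.221 to 0.352). Only 38 genes differed between the double and the Tmem120b knock-down, 9 higher and 29 lower, and the number rested on single arrays: leaving out the first double knock-down array gave 281, leaving out the second 23, and leaving out the first Tmem120b array 20. Under a median shift limma called 0 genes, the genes named here among those lost, while 2221 genes had an unadjusted p under 0.05 with quantile normalisation.

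Genes called in more than 1 knock-down were counted by direction. With the Tmem120a and Tmem120b knock-downs 324 genes were lower in both and 48 higher in both, where independent lists would share 17.9 and 6.04. The Tmem120a and double knock-downs shared 349 lower and 60 higher genes (17.6 and 5.2 for independent lists), and the Tmem120b and double knock-downs 621 lower and 459 higher (30.7 and 24). Genes called in opposite directions numbered 18, 10 and 0. Simulated unchanged groups against the same controls shared 0 genes at most. Such groups yield hardly any calls, so this 0 is no baseline for groups that hold real changes. Since 3 controls cannot be split into sets of 2, part of the excess may come from the shared controls. Genes at background can hardly be called in any comparison, which also makes lists of calls overlap more than independent lists. The covariance of the log2 changes across genes was 0.0298, 0.0357 and 0.0753 for these pairs, with 0.0024, 0.00241 and 0.00244 in simulated unchanged groups. In all 3 knock-downs, 321 genes were lower and 45 higher. Under a median shift the Tmem120a and Tmem120b knock-downs shared 1420 lower and 3 higher genes, Tmem120a and double 1155 and 4, Tmem120b and double 1486 and 108, and all 3 shared 1080 and 3. Of the 321 genes lower in all 3 after quantile normalisation, 30 had a second bright probe, and 4 of these were also lower in all 3 on the second. Called higher with the Tmem120b and double knock-downs but not with Tmem120a were 406 genes, and for 292 of them the direct comparison of the single knock-downs was past the test as well. Among 299 genes lower in both but not with Tmem120a, this held for 145.

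**Figure D4:**
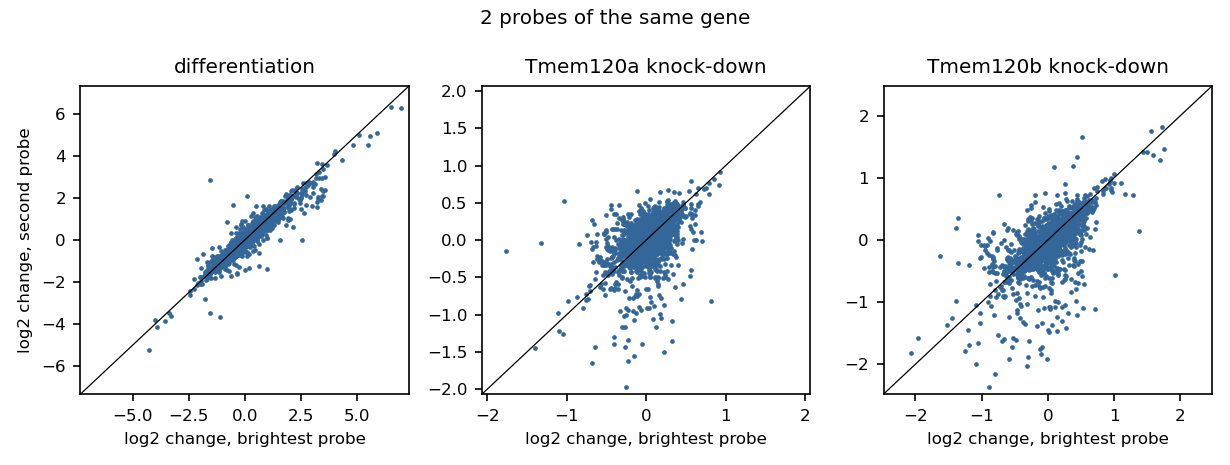
Log2 change of the brightest probe (x axis) against that of the second probe (y axis) for 1591 genes (points) with a pair of probes at log2 8 or more, in differentiation and in the single knock-downs against control adipocytes, with the line of equality. In differentiation 86.9% of genes called on the brightest probe were called on both, and in the Tmem120a and Tmem120b knock-downs 34.8% and 48.3%.

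Whether genes that change in adipogenesis fail to do so after knock-down was examined over all called genes. Of the 2266 genes that rose in differentiation, 157 (6.93%) were lower with the Tmem120a knock-down, 396 (17.5%) with the Tmem120b knock-down and 372 (16.4%) with the double knock-down, against 1.7%, 2.23% and 2.3% of the other genes (Fisher's exact test, two-sided, p = 3.33e-39, 2.88e-168 and 2.08e-148; independent lists would share 52.6, 91.6 and 90.2). Another 90 (3.97%), 141 (6.22%) and 137 (6.05%) of these genes were higher still, against 0.405%, 3.5% and 2.92% of the other genes (Fisher's exact test, p = 1.67e-42, 4.02e-09 and 6.89e-13), with odds ratios for Tmem120a of 10.2 for higher and 4.31 for lower. Of the 2110 genes that fell in differentiation, 27 (1.28%) were higher with Tmem120a knocked down (Fisher's exact test, p = 0.0212), 386 (18.3%) with Tmem120b (p = 1.98e-181) and 305 (14.5%) with both (p = 2.71e-128). Lower still were 105 (4.98%) with Tmem120a (Fisher's exact test, p = 2.21e-14), 90 (4.27%) with Tmem120b (p = 0.558) and 107 (5.07%) with both (p = 0.00926). Genes at background in every group can hardly be called, yet they count among the other genes and in the independent lists. This alone makes lists of calls overlap, in either direction. These p-values therefore do not by themselves show that genes fail to change. The median gene that rose changed by 3.47% of its differentiation change with the Tmem120a knock-down, by -12.8% with Tmem120b and by -9.89% with both, and the median gene that fell by -2.11%, -20.8% and -17.3%, where simulated unchanged groups gave medians between -0.62 and 0.48%. The control arrays enter both sides of this comparison: the covariance across genes of the differentiation change with the Tmem120a, Tmem120b and double knock-down change was 0.00202, -0.0748 and -0.0625, and about -0.00241, -0.00244 and -0.00242 in simulated unchanged groups. Under a median shift 1281, 1668 and 1032 genes that rose in differentiation were lower and 5, 55 and 51 higher still, while of the genes that fell 0, 74 and 61 were higher and 323, 102 and 83 lower still. How many of these genes are higher or lower in a knock-down therefore rests on the normalisation.

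**Figure D5:**
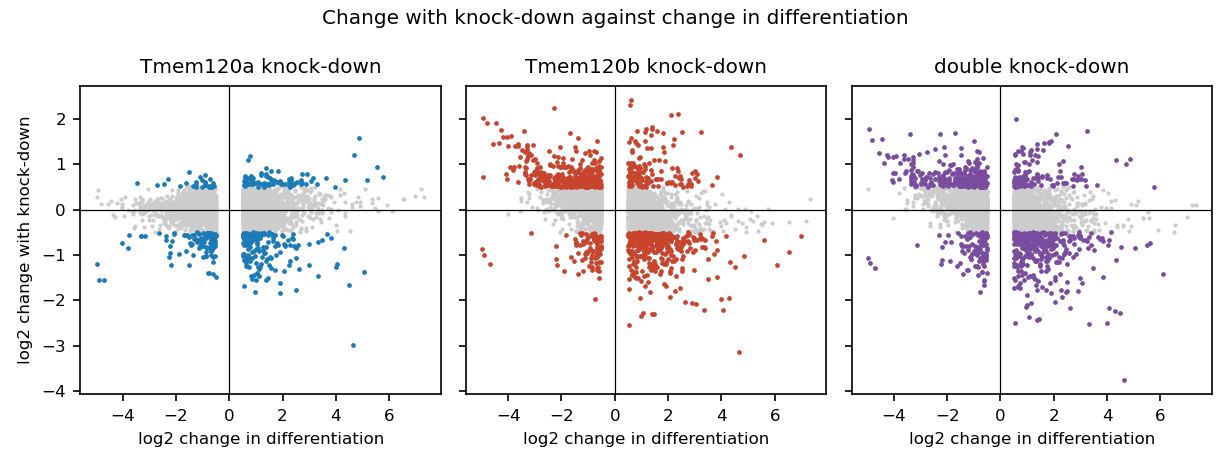
Log2 change with each knock-down against control adipocytes (y axis) over the log2 change in differentiation (x axis) for the genes called in differentiation (points), coloured where also called in the knock-down. Coloured points in the lower right are the 157, 396 and 372 genes that rose in differentiation and were lower with the Tmem120a, Tmem120b and double knock-down, numbers that become 1281, 1668 and 1032 under a median shift of the arrays.

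Genes that the study named as normally activated or repressed were taken as a pair of lists, the first of which also holds Klf9, named there only through a predicted enhancer. These lists are not independent evidence since the study chose them on these samples. Of the 7 in the first list, 5 rose in differentiation, Klf9 among them (camera adjusted p = 0.00035, Klf9 included). Parm1, a mucin-like membrane protein, rose by 3.48 ± 0.12 (SE) on the log2 scale. It was lower with the Tmem120a knock-down (-0.67, adjusted p = 0.00485), with Tmem120b (-1.52) and with both (-1.27). On a second probe the Tmem120a change was -0.29 (adjusted p = 0.0501). Ak4, a mitochondrial adenylate kinase, rose by 0.60 and was lower in the Tmem120a, Tmem120b and double knock-downs (-0.75, -0.98 and -1.06). Fumarase, Fh1, rose by 1.06 and had changes of 0.32, -0.31 and -0.43 on its brightest probe, while another probe had -1.36, -2.03 and -2.06. On the mean of its probes, taken after seeing the data, the Tmem120a change turned to -0.517 (adjusted p = 0.000881). The phospholipase gene Pla2g12a rose by 1.47 and had 0.01, -0.23 and -0.09, with -0.66, -0.97 and -0.88 on another probe. Klf9, a transcription factor, rose in differentiation and had -0.08 with the Tmem120a knock-down, Jazf1 had 0.45 in differentiation and -0.23, -0.31 and -0.27 in the knock-downs, and the semaphorin gene Sema3c had 0.04 in differentiation and 0.20, 0.06 and 0.27 in the knock-downs, none called. A second Sema3c probe, dim at a mean of 6.98, was called higher in differentiation (0.51) and lower in the Tmem120a, Tmem120b and double knock-downs (-0.69, -0.68 and -0.83). On the brightest probes the list had 2 members lower in each knock-down, Parm1 and Ak4 (adjusted p = 0.215 with Tmem120a, 0.000146 with Tmem120b and 0.00123 with both, the last lost at adjusted p = 0.0524 with an estimated correlation). Of the 6 normally repressed genes measured, Cpe, a peptide-processing enzyme, fell by 1.47 in differentiation and had 0.38 (adjusted p = 0.00708), 1.29 and 1.36 in the Tmem120a, Tmem120b and double knock-downs. Dctd, a deaminase of nucleotide synthesis, fell by 3.27 and had -0.10, 1.17 and 0.77. Myh1, Ano5 and Myo18b stayed at background, as did Unc13c on the probe used, while another Unc13c probe had -0.17 in differentiation, which was not called. Myh2 and Trim55 are not named in the annotation used here. This list did not pass in differentiation (2 lower, adjusted p = 0.064) or with Tmem120a (adjusted p = 0.818, median -0.00154 but mean 0.0458), and had 2 members higher with Tmem120b (adjusted p = 0.0271, but adjusted p = 0.158 with an estimated correlation) and with both (adjusted p = 0.0325, but adjusted p = 0.186 with an estimated correlation).

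The departure from additivity asked where the double knock-down differs from the sum of the single ones. Ghrh lay 2.37 ± 0.28 (SE) above the sum on the log2 scale (adjusted p = 0.000796), ND4L 2.07, Atp5a1 1.71, Depp1 1.69 and Emc7, a subunit of a membrane insertase, 1.62. The sum for Ghrh is a signal of 5.22, below the background threshold of 6.88, so at least part of its departure is set by the background, and the same holds for ND4L (5.78), Depp1 (5.20) and Emc7 (6.10). Of the 320 genes above the sum, 161 (50.3%) had a sum below the threshold, as had 139 of the 238 that were lower in both single knock-downs, a count made after the data had been seen. For these genes the arrays cannot show whether the changes add. Saa3 lay 1.40 on the other side (log2 departure -1.40 ± 0.15 SE, adjusted p = 0.000479), with Thrsp also at -1.40, Fabp4 at -1.38, Hpx at -1.29 and Rgr at -1.26, the call for Rgr being lost under a median shift. Of 475 genes called, 320 lay above the sum and 155 below it, and 238 of the 320 were lower in both single knock-downs. Lower in all 3 knock-downs were 235 of the 320. A difference common to all knock-down arrays enters each single change, so it counts more in their sum than in the double knock-down. For genes lower on all of these arrays it would by itself place the double above the sum. This cannot be told apart here from effects of the knock-downs that do not add. Both targets also stood higher in the double than in their single knock-downs, and unequal depletion enters the departure too. Of 54 called genes with a pair of bright probes, 10 (18.5%) were called on both, and the other, dim probe of Atp5a1 was called in no knock-down. Unfolded protein response genes lay above the sum in 6 of 27, for 2 of them with a sum below background (camera adjusted p = 5.53e-07; adjusted p = 0.0369 with an estimated correlation). Calls lost with an estimated correlation were glycolysis (4 above, 5 adjusted over the list alone; adjusted p = 0.089 with an estimated correlation), oxidative phosphorylation (5 above; adjusted p = 0.434 with an estimated correlation) and the matrix (4 above and 1 below, 5 and 1 adjusted over the list alone; adjusted p = 0.424 with an estimated correlation). So were the cell cycle (1 above and 3 below, 1 and 4 adjusted over the list alone; adjusted p = 0.089 with an estimated correlation) and the interferon response (4 below, 6 adjusted over the list alone; adjusted p = 0.604 with an estimated correlation). The medians of the cell cycle and interferon lists turned from -0.187 and -0.12 to 0.124 and 0.24 under a median shift. With a median shift alone the median of all genes moved to 0.11 from -0.0169, and 1714 genes were called, 1709 above and 5 below the sum. With the normexp correction 201 were called, 159 above and 42 below. Leaving out the first double knock-down array gave 841 calls.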

Values the study reported

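The study called genes at a false discovery rate of 5% with a log2 ratio of at least 0.5, about 1.4-fold, after removing probes of low intensity below a log2 signal of 6.5. It reports that the knock-down lowered TMEM120A protein by about 90%, which is a measure of protein, while the arrays measure mRNA.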

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

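The comparison of the single knock-downs and its list tests were planned, and the test of a fixed share of undifferentiated cells was written down before its result was seen; the other tests of explanations were chosen after the results had been seen.

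The single knock-downs drew attention because the direct test between them was past its threshold for 1223 genes and for some gene lists. The lists given here are those whose medians against control adipocytes had opposite signs. The median of a list, Tmem120a minus Tmem120b knock-down on the log2 scale, was 0.384 for adipocyte markers, 0.416 for fatty acid and triglyceride synthesis, 0.444 for lipolysis and lipid droplets, 0.456 for beta oxidation and 0.52 for the TCA cycle. It was -0.212 for preadipocyte and fibroblast markers, -0.485 for smooth muscle and contractile genes, -0.927 for the interferon response and -0.333 for ribosomal proteins. Lipolysis, beta oxidation, the TCA cycle, preadipocyte markers, contractile genes and the interferon response did not pass the list test with Tmem120a against control. Their medians there lay between -0.0684 and 0.0852, while all of them passed with Tmem120b, lipolysis only with the preset correlation. Opposite signs of these medians therefore do not show that the lists moved apart. A change with Tmem120a is not excluded. With fry the TCA cycle, alone among these lists, passed as lower there (adjusted p = 0.0156). Under a median shift 574 genes differed. The Tmem120a medians of adipocyte markers, synthesis, beta oxidation and the TCA cycle then turned negative. Beta oxidation and the TCA cycle then also passed camera as lower with Tmem120a against control. Probes without a gene symbol, which the gene counts of the report leave out, also gave calls: 27 were higher against control adipocytes with the Tmem120a knock-down, 117 with the Tmem120b knock-down and 101 with the double knock-down.

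Many genes fell in all 3 knock-downs on their brightest probe while a second probe of the gene did not. Among 30 such genes with a second bright probe, 16.7%, 26.7% and 36.7% had it called lower in the Tmem120a, Tmem120b and double knock-downs. For genes that fell in differentiation this held for 85% of second probes. These rates are not fully comparable, since the falls in differentiation were larger. Over all pairs, genes lower on the brightest probe had a median of -0.921 in differentiation, and -0.636, -0.694 and -0.705 in these knock-downs. For 17 of the 30 genes the difference between the probes was itself past the threshold in all 3 knock-downs. For those 17 this argues against an equal loss of the whole transcript. A difference in hybridisation or labelling between the knock-down arrays and the others may contribute, since the pairs whose probe difference changed between the single knock-downs numbered only 18.3% of the mean number against control. This cannot be told apart from a change in which transcript forms are present in every knock-down, because all 6 knock-down arrays lie on one side in raw signal and the labels give no chip. Probe positions within transcripts were not used here, so no biological explanation was tested.

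Interferon response genes were higher with the Tmem120b and double knock-downs (list medians 0.92 and 0.72). An array difference shared by all knock-down arrays is argued against by the list's median of -0.0684 with the Tmem120a knock-down. A larger share of cells with the day 0 profile is argued against by its median of 0.525 in differentiation, since adding such RNA would lower these genes. That rise lost its camera call with an estimated correlation (adjusted p = 0.125). Cells that fail to differentiate need not keep the day 0 profile, so a larger share of such cells stays open. A response to the Tmem120b shRNA vector, and not to the loss of Tmem120b, may account for the rise: both groups carry that vector, and the median of the double minus the Tmem120b knock-down, -0.199, does not separate the explanations. With no other hairpin and no rescue in the series, the vector and the loss of Tmem120b cannot be told apart, and both stay open.

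Cell cycle and contractile genes were higher with the Tmem120b and double knock-downs. An array difference shared by all knock-down arrays is argued against by the cell cycle median of 0.0409 with the Tmem120a knock-down. A fixed share of undifferentiated cells among otherwise unchanged adipocytes might account for part of it: over 65 genes that fell at least 8-fold in differentiation, the implied share had a median of 8.34% with Tmem120b and 5.86% with both, but its upper over lower quartile was 2.92 with Tmem120b, where simulated mixtures gave at most 1.21, and 6 of the genes implied no share at all. Adipocyte genes had a median of -0.302 where that share alone gives -0.126. Prl2c2, Prl2c3 and Prl2c4, abundant in preadipocytes, are among the 6 genes that implied no share. They fell in all 3 knock-downs, also with Tmem120a (log2 changes -1.54, -1.56 and -1.19), where the median implied share was -0.0427%. Their fall is therefore no further evidence on a share of undifferentiated cells. The explanation stays open because the spread lay between the bounds set beforehand and because cells that fail to differentiate need not keep the profile of day 0; loss of Tmem120b as the cause stays open as well.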

How the results depend on the processing

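Alternatives added after seeing the data are the normexp correction, the background threshold in at least 2 arrays, the mean of a gene's probes, and calls on both bright probes; the others were planned. Counts within 1.5 times of those reported are not repeated. The authors' normalised values, no filter, a signal of 6.5 in every array, the background threshold, the mean of a gene's probes, the trend with robust moderation and, for lists, fry moved no count of called genes, shared genes or lists beyond that, except that fry passed 4 lists in double against Tmem120b where camera passed 7, and neither target lost its call against control adipocytes in the knock-downs that name it under any alternative run for it. In double against Tmem120b the call of Tmem120a was lost under the median shift. A filter and correction based on detection p-values, and the chip as a block, were not run, since the files give neither.

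With a median shift in place of quantile normalisation the calls numbered 2633 for Tmem120a, 2671 for Tmem120b, 504 for double against Tmem120a, 0 for double against Tmem120b (limma; 2221 genes had an unadjusted p under 0.05 with quantile normalisation, and 7 were called with normexp), 574 between the single knock-downs and 1714 for additivity. Genes induced in differentiation and lower numbered 1281, 1668 and 1032 for Tmem120a, Tmem120b and double, genes shared by Tmem120a with Tmem120b and with double 1423 and 1159, and lists past the test with Tmem120a 13. Of the calls reported, 3524, 449, 925 and 912 were kept in the same direction for differentiation, Tmem120a, Tmem120b and double, and 0 turned. A median shift aligns the medians and leaves the spread of each array as it was. The distance between the quartiles of raw log2 signal was 1.03 to 1.34 on control arrays and 0.688 to 0.88 on the 6 knock-down arrays. Brighter genes therefore tend to stay lower on the knock-down arrays after the shift. Whether this difference in spread is technical was not tested. Ifi35 departed from additivity by 0.11, having been negative, and Fh1 with Tmem120a turned to -0.517 on the mean of its probes; the second probe of Fh1 falls while the brightest does not.

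Normexp called 944, 2434 and 2175 genes for Tmem120a, Tmem120b and double, 7 for double against Tmem120b and 201 for additivity, with 1633 shared by Tmem120b and double; the cause was not tested. Fitting only the groups compared called 2 for double against Tmem120b, with fewer arrays to estimate the spread, and the moderated F test 86, which asks for a difference between any groups.

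By construction, dropping the fold minimum raised the counts and a minimum of 2-fold lowered them. For differentiation, Tmem120a, Tmem120b, double, double against Tmem120a, double against Tmem120b and the single knock-downs against each other they became 6892, 2026, 3852, 3675, 2278, 77 and 2806 with no minimum and 2072, 106, 304, 295, 95, 5 and 163 with 2-fold, where additivity had 82. Induced genes lower with Tmem120a, Tmem120b and double became 441, 1039 and 957, and 34, 69 and 69. Genes shared by Tmem120a and Tmem120b, Tmem120a and double, and Tmem120b and double became 1057, 1170 and 2832, and 84, 93 and 235. Counting probes gave 7318, 1122, 2511, 2389, 1420, 72, 1862 and, for additivity, 912, then 260, 666 and 610 induced and 734, 801 and 1833 shared, as a gene can have several probes and probes without a gene symbol are counted too. With estimated correlations 2 lists passed with Tmem120a and 12 between the single knock-downs. In double against Tmem120b 1 passed, where 7 did with the preset correlation, and for additivity 1, where 6 did.

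Leaving out each array in turn, with a lone array assumed to vary like the other groups, gave 4384 to 4421 for differentiation, 577 to 636 for Tmem120a, 1501 to 1546 for Tmem120b, 1383 to 1545 for double, 851 to 1091 for double against Tmem120a, 1178 to 1364 between the single knock-downs, 20 (without the first Tmem120b array) to 281 (without the first double array; 23 without the second) for double against Tmem120b, and 363 to 841 (without the first double array) for additivity. Induced genes lower ranged over 145 to 159, 390 to 416 and 367 to 402, shared genes over 351 to 393, 392 to 425 and 996 to 1140, and lists over 17 to 19 for differentiation, 7 to 10, 17 to 19 and 15 to 19 for the knock-downs and 18 to 19 between the single ones. Tmem120a changed by -1.5 to -1.16 in its knock-down and -1.18 to -1.1 in the double, Tmem120b by -2.12 to -2.03 and -1.67 to -1.58.

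The deviations of arrays with the same replicate number from their group means correlated at -0.0907 to 0.155 over 20 pairs of arrays, not all of them separate, since the deviations in a group of 2 mirror each other. This gives no sign that the numbers pair the arrays. With the replicate number as a block the counts were 627 for Tmem120a, 1512 for Tmem120b, 1408 for double and 396 for additivity, no count moved beyond 1.5 times, and 870 of 882 gene values and 193 of 200 list results kept direction and call, with 7 lists newly past the test.

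Signal over background limits what can be seen: 38.5% of probes lay above it, and a fall to background gives only a lower limit. Of genes called on the brightest of their bright probes, those called on both were 747 of 860 genes in differentiation, 32 of 92 with Tmem120a, 117 of 242 with Tmem120b and 113 of 232 with double.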

Other observations

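The tests here were planned, except those on second probes and on single genes named in the last paragraph, which were chosen after the results had been seen.

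Genes called with the Tmem120a knock-down but with neither other knock-down numbered 89 higher and 77 lower. The direct comparison of the single knock-downs was past the test in the same direction for 47 and 46 of them. The direct comparison with the double knock-down was past it for 28 and 28, and both were for 25 and 26. Under a median shift 2 of the 89 and all 77 stayed called with Tmem120a, 40 of the 77 with Tmem120a alone. Probes without a gene symbol were called lower against control adipocytes in 176, 245 and 252 cases with the Tmem120a, Tmem120b and double knock-downs, and in differentiation 386 were higher and 566 lower. Marker lists of other cell types (macrophage, endothelial, osteoblast and chondrocyte, skeletal muscle) passed the list test with camera in none of the comparisons of a knock-down with control adipocytes after quantile normalisation. With fry, which tests a list on its own, the macrophage list passed in the Tmem120a, Tmem120b and double knock-downs (adjusted p = 0.015, 0.017 and 0.000311), and the endothelial (adjusted p = 0.00714 and 0.0345) and osteoblast and chondrocyte lists (adjusted p = 0.00564 and 0.042) in the Tmem120b and double knock-downs. Under a median shift the macrophage list passed with the Tmem120a knock-down (adjusted p = 0.0251) and the double knock-down (adjusted p = 0.0314), and the endothelial (adjusted p = 0.0431) and osteoblast and chondrocyte (adjusted p = 0.0241) lists with the Tmem120b knock-down.

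Probes of Pparg, the main transcription factor of adipogenesis, differed in size and, with the Tmem120a knock-down, in sign: the brightest gave 0.22 (adjusted p = 0.235) and the others 0.16 (adjusted p = 0.606) and -0.43 (adjusted p = 0.0462), none of them called. With the Tmem120b knock-down the brightest gave -0.47 (adjusted p = 0.00491) and the others -0.53 (adjusted p = 0.0176) and -1.12 (adjusted p = 2.96e-05). With the double knock-down the brightest gave -0.20 (adjusted p = 0.262) and the others -0.36 (adjusted p = 0.111) and -1.11 (adjusted p = 3.57e-05). Fabp4, a marker of fat cells, was measured by a probe with a signal of only 7.36 in control adipocytes, while Adipoq reached 14.05 there, near the highest normalised signal of 14.61.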
